A study of Chlamydomonas reinhardtii with 12 samples.

How the data were processed

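RNA was measured in cultures of the green alga Chlamydomonas reinhardtii. The design crosses genotype (wild-type, and the mutant strain vip1-1, described by the series text as deficient in inositol pyrophosphates) with nutrient state. Cultures of both genotypes grew in liquid TAP medium (Tris-acetate-phosphate, a standard medium for this alga) at 25 °C under light of 50 µmol photons per square metre and second. Control cultures were sampled after 24 h, and nutritional stress cultures after 14 days in the same medium. The age of the culture and the nutrient state therefore changed together, and "stress" below means the older culture. Each of the 4 groups had 3 libraries, 12 in all, which the labels call biological replicates. The labels name the same background strain for every sample. Each library was put in its group by its title, and each table column was tied to its library by the short sample name in the labels.

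Per the labels, RNA was extracted with a plant RNA kit and libraries of polyadenylated RNA were made with Illumina's TruSeq Stranded mRNA protocol. The authors deposited 1 table of whole-number read counts per gene and 1 table of FPKM values (fragment counts scaled to transcript length and to the library total) for the same 17741 gene IDs. The aligner, the counting tool, the genome build, the annotation and the strand setting are not stated. For each library, the median over 1367 genes of the ratio of count to deposited FPKM was divided by the library's total count. That value varied by 0.4% between libraries (SD as a percent of the mean). The FPKM values were therefore scaled to the total count and carry no correction for composition. No column was left without a sample.

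The counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes with too few counts were removed with filterByExpr by group, which left 15286 genes. A further 647 IDs of the table had 0 counts in all 12 libraries. Library sizes were scaled with TMM (trimmed mean of M values), a group-means model was fitted to all 12 libraries with robust quasi-likelihood dispersions, and each contrast was tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 4 groups shared the dispersion estimate because 3 libraries per group estimate it poorly alone. A gene was called at an adjusted p under 0.05. The 5 contrasts were stress against control in each genotype, vip1-1 against wild-type in each condition, and the difference between the stress responses (vip1-1 minus wild-type, the interaction). The similarity of the responses was described by the correlation of log2 fold changes across genes, without a p-value, since genes are not independent replicates. Standard errors of log2 fold changes were approximated as the absolute log2 fold change divided by the square root of the F statistic. CPM values are counts scaled to the TMM-adjusted library size. Where every library of a group had 3 counts or fewer, the fold was computed against 3 counts and is given as a lower bound, since a fitted fold change then depends on the prior count.

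The main test, the groups, the naming rule and most alternatives were fixed before the data were examined. The rule for naming genes took, for each contrast, the genes with an adjusted p under 0.05, a mean CPM of at least 10 in a compared group and groups that do not overlap. For the interaction, the response of every replicate had to differ in the same direction between genotypes. Among them it named the 3 largest log2 fold changes in each direction that carry a gene symbol, or the largest 2 in each direction by ID if no symbols were given. The reference table of the assembly Chlamydomonas_reinhardtii_v5.5 matched 17738 of the 17741 IDs through locus tags but paired 0 of them with a symbol, so genes are named by ID. The files name no build, so no coordinates are given, and the table served only for the order of genes. For the same reason the gene disrupted in vip1-1 was not checked here as a control of the labels, and the gene set tests that had been fixed by symbol tested 0 sets.

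The tables gave no library that duplicated another. Within groups, the chi-square statistic per degree of freedom between replicate counts ran from 13 to 920.8. The labels number the replicates 1 to 3 in every group. The deviations of same-numbered libraries from their group means correlated across genes at 0.16, 0.19 and 0.4 between the control groups. That is over 0.1 for every pair, the level set for calling the numbers paired, so the replicate numbers were taken to pair the control libraries, on this check alone. The other group pairs did not reach that level, with at least 1 negative correlation in each. A replicate block was fitted to all 12 libraries as an alternative. It also covers the stress libraries, whose numbers were not taken as paired.

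A group of 6 abundant features was defined after the counts had been seen, as the most abundant feature and those whose log counts correlated with it above 0.98 over the 12 libraries. Genes whose counts matched those of another gene within 12% in every library, at a mean count of at least 100, were treated as possible near-identical copies (78 genes). A narrower tolerance of 5% and a lower minimum were tried first, and both were changed after a visible pair had been missed. Shares of counts have 95% Wilson intervals. Intervals and floors cover counting error only, because reads carry no molecular identifiers. Alternatives were RLE size factors, library totals without a composition factor, no count filter, at least 10 counts in every sample, DESeq2 1.42.0, the replicate block, a fit of only the groups compared, an adjusted p under 0.01, an absolute log2 fold change of at least 1, limma 3.58.1 on log2(FPKM + 1), with and without a mean FPKM of at least 1, and on log2(FPKM + 0.1), removal of the 1% most abundant genes, and leaving out each library in turn. Chosen after seeing the data were removal of the 6 features, their log2 share as a covariate, limma voom with sample quality weights, and the control libraries alone with a replicate block.

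The testing code was tested on simulated counts with 200 changed genes and no change elsewhere. At a log2 change of 2, it recovered 28% of the changed genes for stress in wild-type, 34% for genotype in stress and 0% for the interaction, with 2, 0 and 0 false calls among 15058 genes. A second size was then added. At a log2 change of 4, it recovered 84%, 82.5% and 69%, with 5, 14 and 5 false calls among 15066 genes. For genotype in stress, these were 14 of 179 calls. Both contrasts without a change gave 0 calls at either size. A low count of interaction calls is therefore uninformative for changes near 2 on the log2 scale.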

Results

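Gene expression was compared between wild-type cells and the inositol pyrophosphate-deficient strain vip1-1 of Chlamydomonas reinhardtii, in control cultures (24 h) and under nutritional stress (14 days), with 3 libraries per group. The study asked which part inositol pyrophosphates take in the response to nutrient limitation. The total count per library ranged from 9749837 to 28833327. In wild-type control it was 9749837, 13784946 and 21840013 for replicates 1 to 3, in wild-type stress 14538410, 13621782 and 14087359, in vip1-1 control 21144224, 28833327 and 24505878, and in vip1-1 stress 11405177, 19804077 and 18047424. Between 11475 genes (wild-type control replicate 1) and 16398 genes (vip1-1 stress replicate 2) had at least 1 count.

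The counts were spread very unevenly over genes in some libraries. A group of 6 features, chosen because their log counts rose and fell together over the 12 libraries, held from 0.561% (95% Wilson interval 0.558% to 0.564%) of the counts in vip1-1 control replicate 3 to 71.0% (95% Wilson interval 70.952% to 71.009%) in wild-type control replicate 1. The feature with the most counts was Cre14.g634322. The share of the 6 features was 31.6% ± 34.2 (SD, n = 3) in wild-type control, 48.6% ± 20.6 (SD, n = 3) in wild-type stress, 2.86% ± 2.16 (SD, n = 3) in vip1-1 control and 17.9% ± 25.2 (SD, n = 3) in vip1-1 stress. Single libraries moved these means. In replicates 1 to 3 the share was 71.0%, 14.6% and 9.32% in wild-type control, 26.0%, 66.5% and 53.3% in wild-type stress, 4.85%, 3.16% and 0.561% in vip1-1 control and 1.23%, 5.68% and 46.9% in vip1-1 stress. The geometric mean share was 8.25 times higher in wild-type than in vip1-1 (exact two-sided permutation test exchanging genotypes within condition, p = 0.01, adjusted p = 0.05 by Benjamini-Hochberg over 5 tests). The ratio was 10.4 in control and 6.55 in stress, and it too depends on single libraries. Wild-type control replicate 1 (71.0%) raises it and vip1-1 stress replicate 3 (46.9%) lowers it. Within single conditions the genotype difference did not pass 0.05, at an exact two-sided p of 0.1 in control and 0.2 in stress, where 3 libraries against 3 cannot give less than 0.1. No difference between stress and control was detectable in either genotype (exact two-sided permutation p = 0.4 in each). The number of counts left for all other genes ranged from 2829344 to 19804883 in wild-type control, from 4569831 to 10758745 in wild-type stress, from 20119703 to 27921445 in vip1-1 control and from 9591525 to 18679318 in vip1-1 stress, so most wild-type libraries measured low-abundance genes less precisely.

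**Figure D1:**
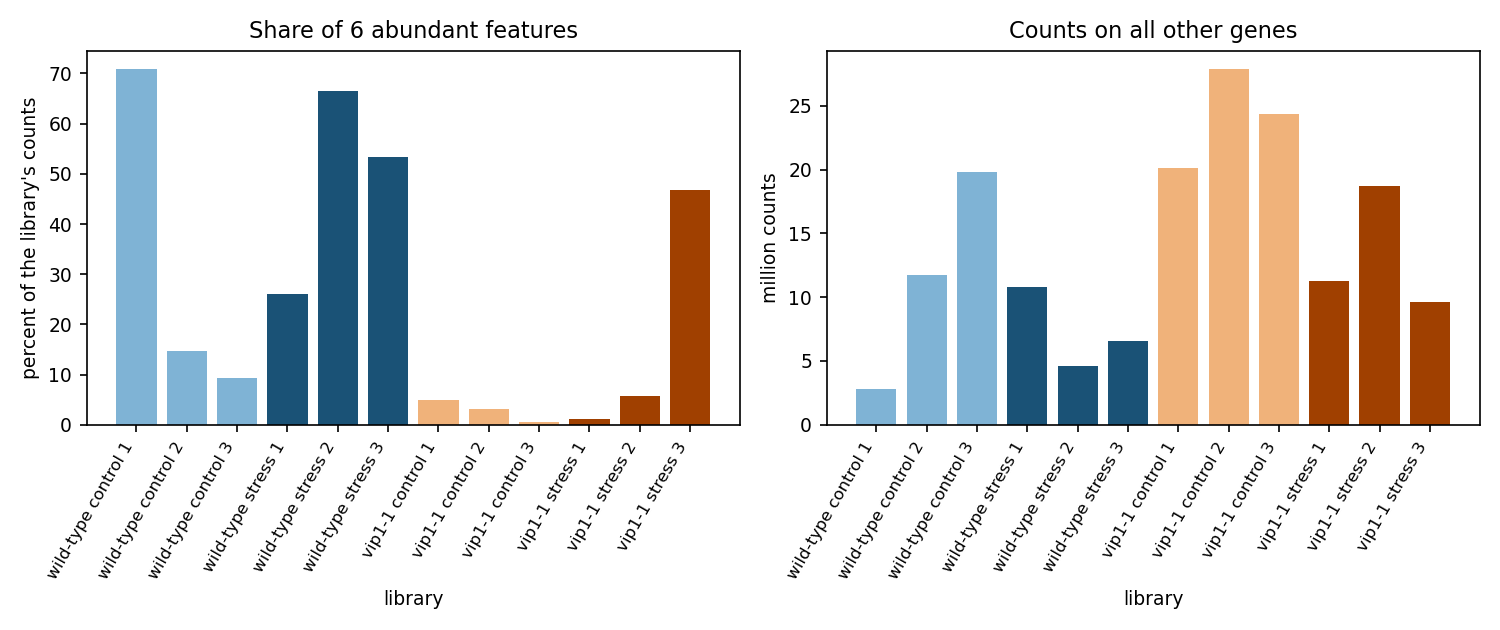
Bars give, for each of the 12 libraries, the percent of all counts on the 6 abundant features (left) and the number of counts on all other genes (right). Wild-type control replicate 1 has the highest share, 71.0%, and the fewest other counts, 2829344.

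The lowest correlation between replicates was in wild-type control. Spearman's rho across genes was 0.898 between replicates 1 and 2, 0.891 between 2 and 3 and 0.833 between 1 and 3, whereas the other groups ranged from 0.894 to 0.99. Wild-type control replicate 3 correlated more closely with vip1-1 control replicate 3 (0.95) than with either library of its own group. The same held in reverse. The vip1-1 control replicate 3 correlated at 0.906 and 0.908 with replicates 1 and 2 of its group, which correlated at 0.99 with each other. The biological coefficient of variation was 0.755 in wild-type control, 0.42 in wild-type stress, 0.379 in vip1-1 control and 0.385 in vip1-1 stress. The first principal component of log2 CPM held 47.0% of the variance and separated all 6 stress libraries from all 6 control libraries, and the second component held 20.95%.

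**Figure D2:**
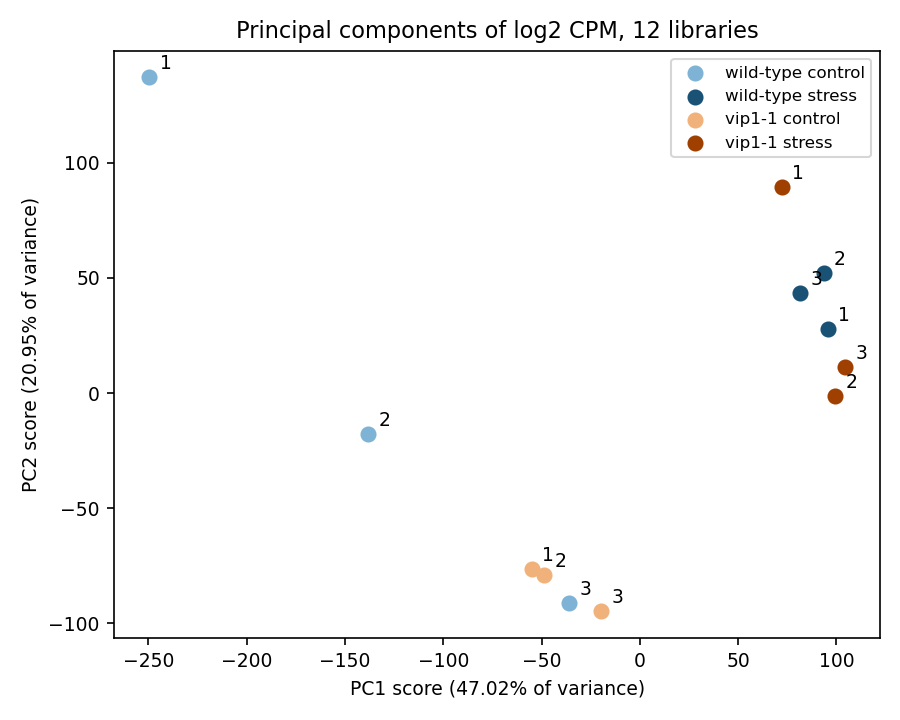
Each point is 1 of the 12 libraries, coloured by group and numbered by replicate, at its scores on the first (47.02% of variance) and second (20.95%) principal components of log2 CPM. Wild-type control replicates 1 and 2 lie at -249.6 and -138.1 on the first component, apart from replicate 3 at -35.8, which lies among the vip1-1 controls.

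The response to stress was first measured within wild-type. Of 15286 genes tested, 3979 were called at an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 2124 higher and 1855 lower under stress, and 3466 of them changed by a log2 fold change of at least 1 in size. The median log2 fold change over all tested genes was 0.19. The alternative that moved the count most was scaling by library totals alone, with 1035 genes. Cre09.g410900 was at 0 counts in all 3 wild-type controls and at 2411, 4821 and 9912 counts under stress, at least 622-fold higher (adjusted p 0.00012, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). This bound was 412-fold without wild-type stress replicate 3 and 2530-fold without wild-type control replicate 1, which had the fewest counts outside the 6 features. Cre09.g410950 was likewise at 0 in the controls and at 229, 1384 and 2879 counts under stress, at least 170-fold higher (adjusted p 0.0017, same edgeR quasi-likelihood test with Benjamini-Hochberg adjustment). That bound was 103-fold and 691-fold without the same libraries, and the call was lost under limma voom with sample weights. In the other direction, Cre12.g546550 had 77, 308 and 4142 counts in the controls and 0 under stress, at least 178-fold lower (adjusted p 0.0014, edgeR quasi-likelihood, Benjamini-Hochberg), or 61.4-fold without wild-type control replicate 3. Cre17.g734125 fell from 44.8 ± 6.79 CPM (SD, n = 3) to 0 counts in all 3 stress libraries (adjusted p 2.1e-05, edgeR quasi-likelihood, Benjamini-Hochberg).

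In vip1-1, the same comparison called 3544 genes, 1861 higher and 1683 lower under stress, of which 3053 changed by a log2 fold change of at least 1 in size. The median over all tested genes was 0.09 on the log2 scale. This count moved most under library totals alone, to 904, and under voom with sample quality weights, to 10240. It was 2168 without vip1-1 stress replicate 3, and 2243 and 2264 without vip1-1 control replicates 1 and 2. With only the groups compared it was 5268, against 1972 in wild-type, so the order of the genotypes by this count depends on the fit. Cre10.g442800 and Cre12.g551353 had 0 counts in the 3 vip1-1 controls and 153 ± 17.1 and 152 ± 63.6 CPM (SD, n = 3) under stress, at least 1420-fold and 1410-fold higher (adjusted p 1.4e-05 and 0.00018, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cre09.g398450 fell from 40.7 ± 39.7 CPM (SD, n = 3) and Cre16.g661750 from 37.1 ± 7.04 CPM (SD, n = 3) to 0 counts in all 3 stress libraries, at least 215-fold and 196-fold lower (adjusted p 0.0012 and 0.00061, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The bound of Cre09.g398450 was 93.8-fold without vip1-1 control replicate 3. All 4 genes were also called, in the same direction, under each of the 21 alternatives in which they could be evaluated, which leaves out the filter of at least 10 counts in every sample.

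The responses of the genotypes were then set side by side. Their log2 fold changes correlated across the 15286 genes at Pearson's r 0.768 and Spearman's rho 0.74, from separate libraries with no shared control. The deviations of same-numbered control libraries were correlated, however. A deviation shared by both controls enters both responses with the same sign and can raise r. Without wild-type control replicate 3, r was 0.568. Both genotypes called 2482 genes, where 922.5 would be shared if calls were independent, and 2478 of these changed in the same direction. A further 1497 genes were called in wild-type alone and 1062 in vip1-1 alone. Of these, 1390 and 959 had the same sign of fold change in the other genotype, so being called in only 1 genotype does not show a difference between them. That difference was tested directly as the interaction.

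**Figure D3:**
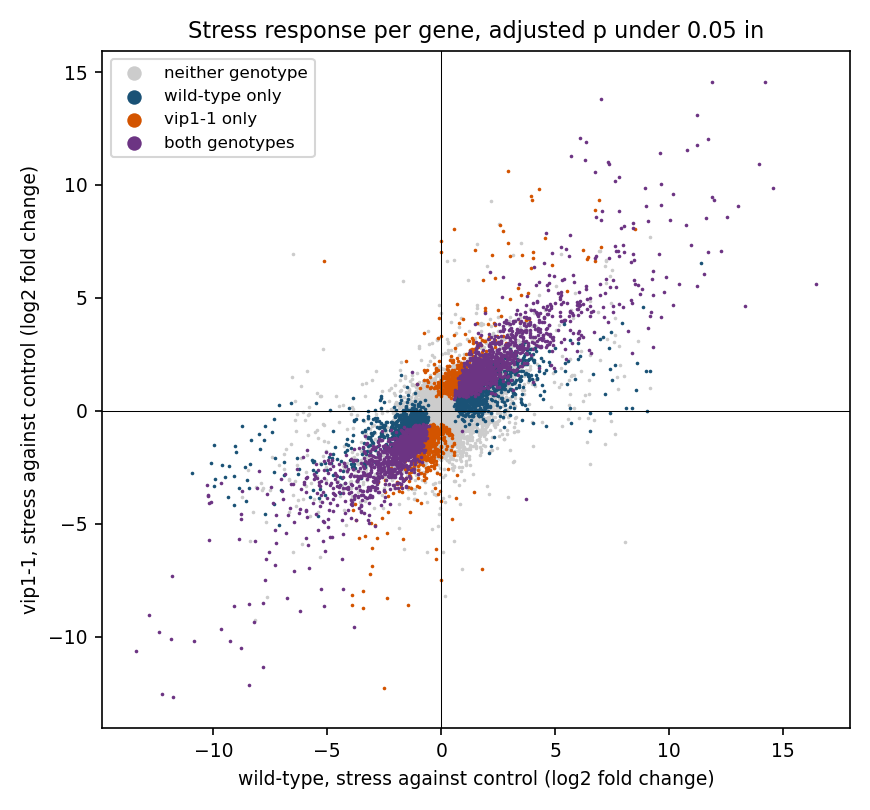
Each point is 1 of 15286 tested genes, at its log2 fold change of stress against control in wild-type (horizontal) and in vip1-1 (vertical), coloured by the genotypes in which its adjusted p was under 0.05. Genes called in both genotypes (2482) lie along the diagonal, with 4 in the opposite quadrants, and fold changes beyond about 10 belong largely to genes at or near 0 counts in a group.

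The interaction was called for 6 genes, 5 with a higher log2 fold change in vip1-1 and 1 with a lower, while 1223 genes had an unadjusted p under 0.05. This count depended on single libraries and on the method. It was 493 without wild-type control replicate 3 and 17 without wild-type stress replicate 3. It was 0 without vip1-1 control replicate 1 (1029 at an unadjusted p under 0.05) or replicate 2 (972 unadjusted), and 1 without wild-type control replicate 2, wild-type stress replicate 1 or 2, or vip1-1 stress replicate 3. It was 3 without wild-type control replicate 1, and also 3 with the replicate number as a block. When genotypes were exchanged within conditions, 7 of 100 divisions of the libraries, the real one included, gave at least 6 genes, and all 7 kept the stress libraries of each genotype together. Cre17.g696500 fell in wild-type from 137 ± 33.5 to 2.01 ± 0.676 CPM and in vip1-1 from 92.7 ± 13.3 to 22.2 ± 0.724 CPM (SD, n = 3 each). Its log2 fold changes were -6.06 and -2.06, and the interaction was 3.99 (SE 0.39, adjusted p 0.0061, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cre14.g620600 fell from 2050 ± 549 to 21.0 ± 2.97 CPM in wild-type and from 1110 ± 249 to 118 ± 51.0 CPM in vip1-1 (SD, n = 3 each), with an interaction of 3.38 (SE 0.46, adjusted p 0.036, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cre07.g334750 rose from 4.70 ± 0.985 to 62.6 ± 21.9 CPM in wild-type and fell from 1.92 ± 1.53 to 0.0965 ± 0.167 CPM in vip1-1 (SD, n = 3 each). Its interaction was -7.61 (SE 1.08, adjusted p 0.045, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it rests on 0, 8 and 0 counts in vip1-1 stress. The estimate was -11.92 without vip1-1 stress replicate 2. Each of the 3 calls was lost under some alternatives, 6 of 27 for Cre17.g696500, 14 of 26 for Cre14.g620600 and 16 of 26 for Cre07.g334750, with no change of sign. The replicate block was among the alternatives that lost Cre14.g620600 and Cre07.g334750.

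**Figure D4:**
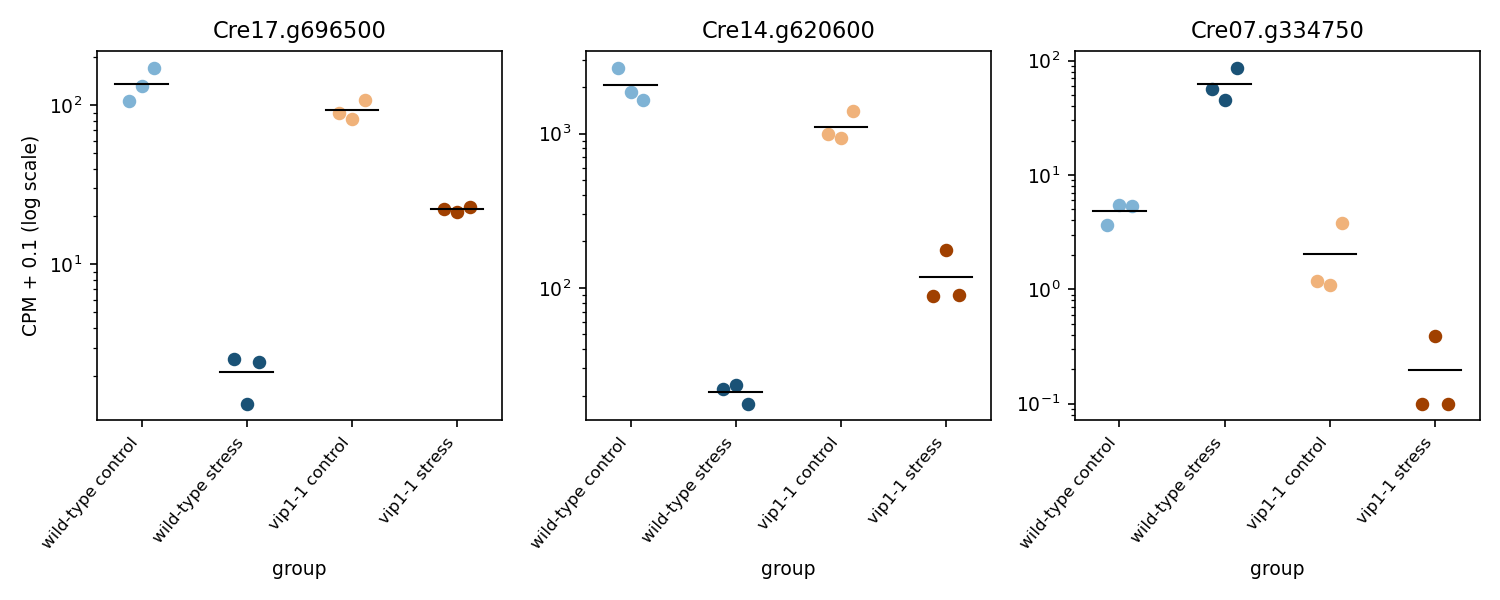
Points give the CPM plus 0.1 on a log axis of each library, in replicate order 1 to 3 within a group, and lines the mean of the 3 libraries, for the 3 genes named for the interaction. Cre17.g696500 and Cre14.g620600 fall in both genotypes and further in wild-type, whereas Cre07.g334750 rises in wild-type and falls in vip1-1.

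In control cultures, vip1-1 and wild-type differed at 39 genes, 27 higher and 12 lower in vip1-1, all by a log2 fold change of at least 1 in size, and 993 genes had an unadjusted p under 0.05. This count depended on single libraries. It was 849 without wild-type control replicate 3, including all 39, 9 without wild-type control replicate 2, and 9 and 11 without vip1-1 control replicates 1 and 2. With the replicate number as a block in all 12 libraries, 12 genes were called. That block imposes the same replicate effect on the stress libraries, whose numbers were not taken as paired. Among genes with at least 10 counts in every sample the balance was reversed, with 9 higher and 14 lower. Of the genes named next, that filter drops Cre12.g537611 and Cre01.g021350 (higher) and Cre02.g141550 (lower), so it can shift the balance by construction. Cre12.g537611 had 0 counts in all wild-type controls and 64.0 ± 7.92 CPM (SD, n = 3) in the vip1-1 controls, at least 71.7-fold higher (adjusted p 0.00057, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cre01.g021350 went from 0 counts to 28.4 ± 3.04 CPM (SD, n = 3), at least 31.9-fold higher (adjusted p 0.00047, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). These bounds were 292-fold and 130-fold without wild-type control replicate 1. Cre02.g141550 had 17.9 ± 6.46 CPM in wild-type and 0.752 ± 0.316 CPM in vip1-1 (SD, n = 3 each) in control, a log2 fold change of -4.57 (SE 0.51, adjusted p 0.0038, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cre11.g476325 changed by -4.27 (SE 0.36, adjusted p 0.00057, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), but its counts nearly match those of Cre16.g673852 in every library, so its value is uncertain if reads were shared between them. The call of Cre02.g141550 was also lost with only the groups compared and with the share of the 6 features as a covariate. All 4 calls were lost when only the control libraries were fitted with the replicate block, where 0 genes were called and 1315 had an unadjusted p under 0.05. That fit leaves few residual degrees of freedom, so a call lost there does not decide whether the gene differs. All 4 genes kept their direction, with log2 fold changes of -4.57 for Cre02.g141550 and -4.25 for Cre11.g476325.

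Under stress, the genotypes differed at 239 genes, 149 higher and 90 lower in vip1-1, of which 230 changed by a log2 fold change of at least 1 in size. Voom with sample quality weights moved this count most, to 4011, and the fits without 1 library called between 53 genes (without vip1-1 stress replicate 3) and 161 (without wild-type stress replicate 1). In DESeq2 the balance was reversed, with 525 higher and 550 lower. Cre03.g201888 and Cre16.g674151 had 0 counts in all 6 wild-type libraries and 11.2 ± 0.426 and 10.5 ± 2.62 CPM (SD, n = 3) in vip1-1 stress, at least 30.4-fold and 28.4-fold higher (adjusted p 0.017 and 0.0014, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Both were also present in the vip1-1 controls, at 8.51 ± 5.83 and 14.7 ± 0.809 CPM (SD, n = 3), so this difference was not confined to stress. Cre03.g201888 was no longer called under 5 of 21 alternatives, among them the fit without wild-type stress replicate 2. Cre07.g334750 was lower in vip1-1 with a log2 fold change of -8.93 (SE 0.92, adjusted p 0.0012, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The estimate was -13.24 without vip1-1 stress replicate 2, where the remaining vip1-1 stress libraries had 0 counts. Cre11.g477550 had a log2 fold change of -8.61 (SE 1.57, adjusted p 0.022, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 35, 74 and 1300 counts in wild-type and 0, 7 and 0 in vip1-1. Its size was unstable, at -5.61 without wild-type stress replicate 3 and -12.75 without vip1-1 stress replicate 2. The call of Cre11.g477550 was lost under 7 of 21 alternatives, including the replicate block and each fit without a vip1-1 stress library. The genotype called 20 genes in both conditions, where 0.61 would be shared if calls were independent, and all 20 changed in the same direction. Over all tested genes, the genotype differences in control and stress correlated at r 0.313 and rho 0.164.

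**Figure D5:**
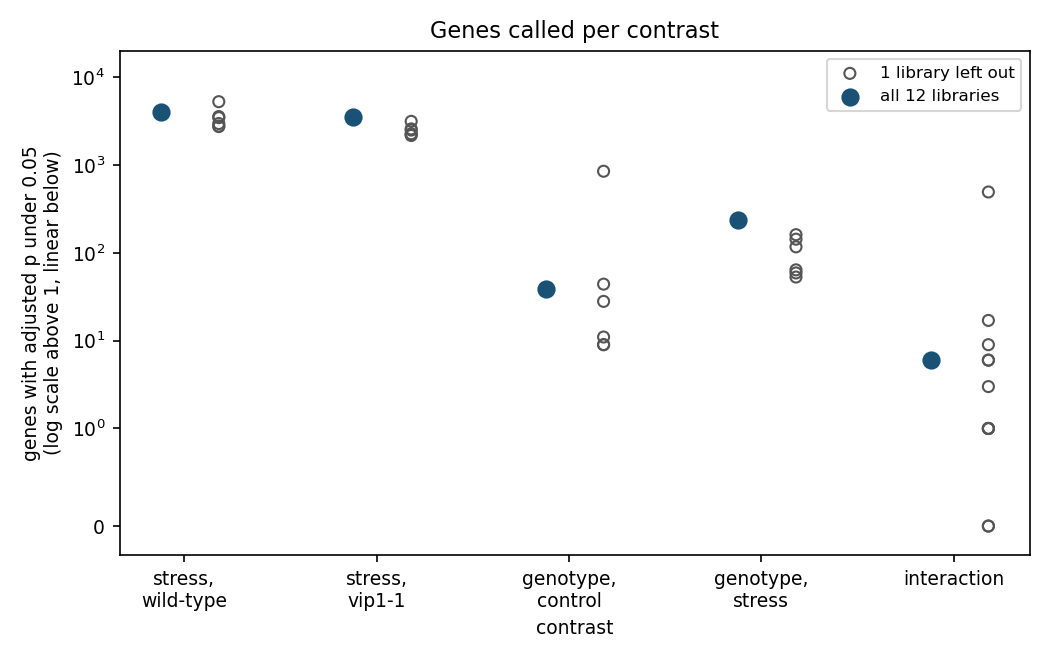
Filled points give the number of genes with an adjusted p under 0.05 in each contrast with all 12 libraries, and open points the number in each fit that left out 1 library, on an axis that is logarithmic above 1 and linear below. The genotype contrast in control runs from 9 to 849 genes and the interaction from 0 to 493, both highest without wild-type control replicate 3.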

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

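Chosen only after a result was seen were the larger of the simulated changes in the self-test and the sorting of the divisions by how they treat the stress libraries, and the fit with the share of the 6 abundant features was chosen after the counts but before its own result had been seen.

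The stress response differed between genotypes, by the interaction test, at 6 genes, among them Cre17.g696500 (3.99 on the log2 scale), Cre14.g620600 (3.38) and Cre07.g334750 (-7.61). These were singled out because the difference between the responses was itself tested. When genotypes were exchanged within each condition, 7 of 100 divisions of the libraries, the real one included, gave at least 6 genes. The other 6 of these all kept the 3 stress libraries of each genotype together, among 10 divisions that did, the real one included. They therefore carry the genotype difference under stress into the contrast, and the highest of them, 297 genes, exchanged the genotypes in one condition as a whole. The 90 divisions that mixed genotypes among the stress libraries gave at most 3 genes. The count is thus not singular to the real division, but these divisions do not show how many calls would arise with no genotype effect at all. The remaining 3 genes, Cre09.g397660, Cre09.g396772 and Cre03.g154400, were named after their values were seen, and had interactions of 3.25, 3.34 and 2.90. With the replicate number as a block in all 12 libraries, 3 of the 6 calls stayed past the threshold, and those of Cre14.g620600 (3.33) and Cre07.g334750 (-7.45) did not. The numbers were taken to pair the control libraries only, so this block is not matched to the stress libraries.

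Wild-type control replicate 1, which stands apart from the other controls, could be a technical source of these calls. Without that library 3 of the 6 genes kept an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With the log2 share of the 6 abundant features as a covariate, again 3 of the 6 did. Removing a library also removes power, and the share goes partly with genotype, so neither test settles whether these sources account for the other 3. The self-test recovered 0% of interactions of 2 and 69% of interactions of 4 on the log2 scale. Differences near 2 would therefore have been missed, as would some near 4. Sizes between 2 and 4 were not simulated. A dependence of the response on genotype at these genes stays open as a hypothesis.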

How the results depend on the processing

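Settings that remove or adjust for the 6 abundant features, use voom weights, or fit the control libraries alone with a replicate block were chosen after the counts had been seen, but before their own results. Counts below are genes at an adjusted p under 0.05 (Benjamini-Hochberg). The cause of a change was not tested unless given.

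The direction of every named gene held. Over the 419 gene and setting combinations in which a setting kept the gene and gave it an adjusted p, 364 kept direction and call, 55 lost the call and 0 reversed, and 9 of 19 named results kept their call throughout. RLE size factors, removing no low counts and removing the most abundant 1% of genes left all 5 counts within 1.5 times of 3979, 3544, 39, 239 and 6. So did removing the 6 features.

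For stress in wild-type, the count was 1035 under library totals, 1972 with only the groups compared, 2011 at an adjusted p under 0.01, 6151 under voom weights, and 1555, 1504 and 1593 under limma on log2(FPKM + 1), log2(FPKM + 0.1) and log2(FPKM + 1) with a mean FPKM of at least 1. For stress in vip1-1, it was 904 under library totals, 1826 at an adjusted p under 0.01, 10240 under voom weights, and 2311, 1337 and 2011 in the FPKM settings in the same order. With only the groups compared it was 5268, above the 1972 of wild-type, whereas the main fit called more genes in wild-type. A stricter threshold lowers a count by construction.

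For genotype in control, the count was 25 under library totals, 23 with at least 10 counts in every sample, 282 in DESeq2, 8 with only the groups compared, 9 at an adjusted p under 0.01, 133, 85 and 206 in the FPKM settings, 6 with the share as a covariate and 347 under voom weights. For genotype in stress, it was 68 under library totals, 1075 in DESeq2, 46 at an adjusted p under 0.01, 396 on log2(FPKM + 1), 56 with the share as a covariate and 4011 under voom weights. For the interaction, it was 0 under library totals (351 at an unadjusted p under 0.05), 13 with at least 10 counts in every sample, 212 in DESeq2, 2 at an adjusted p under 0.01, 27, 0 (461 unadjusted) and 29 in the FPKM settings, 3 with the share as a covariate and 484 under voom weights. Voom weights ranged from 0.172 to 5.581 and rest on 3 libraries per group.

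With the replicate block in all 12 libraries, the counts were 12 genes for genotype in control and 3 for the interaction, against 39 and 6. Only the control libraries were taken as paired, so this fit also blocks stress libraries that were not. The block moved no other count by more than 1.5 times. The replicate block on the control libraries alone gave 0 genes (1315 at an unadjusted p under 0.05), but few residual degrees of freedom remain in that fit, so its count decides little. Among named genes, the block in all 12 libraries removed the calls of Cre11.g477550 in stress and of Cre14.g620600 and Cre07.g334750 in the interaction, and no other.

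Settings moved the share of higher calls. For genotype in control it was 69.2% as reported, 84% under library totals and 94%, 95.3% and 90.8% in the FPKM settings, but 39.1% (9 higher, 14 lower) with at least 10 counts in every sample, 50% with only the groups compared and 48.7% under voom weights. For genotype in stress it was 62.3% as reported, 89.7% under library totals and 90.4%, 91% and 86.2% in the FPKM settings, but 50.9% with at least 10 counts in every sample and 48.8% (525 higher, 550 lower) in DESeq2. For stress in wild-type it was 53.4% as reported and 64.3% on log2(FPKM + 0.1), but 42.5% with only the groups compared, 47.5% without the most abundant 1% of genes and 49.9% under library totals. For stress in vip1-1 it was 52.5% as reported and 40.1% without the most abundant 1% of genes, 43.8% under library totals, 46.2% without the 6 features, and 49%, 44.8% and 44.6% in the FPKM settings. For the interaction it was 83.3% as reported, 100% under RLE and without the most abundant 1% of genes, 71.4% without the 6 features, and 59.3% and 31% on log2(FPKM + 1) without and with the mean FPKM minimum. Library totals moved the median log2 fold change of all genes from 0.11 to 0.69 for genotype in control and from 0.05 to 0.60 in stress, and log2(FPKM + 0.1) moved it to 0.90 and 0.60. For stress in wild-type that FPKM setting moved it from 0.19 to 0.31, and for the interaction from -0.10 to -0.36. Removing the 6 features moved the interaction median to -0.25. Removing the most abundant 1% of genes moved it to -0.21, and for stress in vip1-1 from 0.09 to -0.11. Library totals and FPKM do not correct for the 6 features, whose share is higher in wild-type, so for the genotype contrasts a general shift toward higher values in vip1-1 follows from the construction of those settings. The filter of at least 10 counts in every sample drops genes near 0 in either genotype, so it can shift the share of higher calls by construction. The cause of the other shifts was not tested.

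Across the 6 fits that each left out 1 library, the count ran from 2740 to 5263 for stress in wild-type, from 2168 (without vip1-1 stress replicate 3) to 3141 for stress in vip1-1, from 9 (without wild-type control replicate 2) to 849 (without wild-type control replicate 3) for genotype in control, and from 53 (without vip1-1 stress replicate 3) to 161 for genotype in stress. Across the 12 fits for the interaction it ran from 0 (without vip1-1 control replicate 1, 1029 unadjusted, or replicate 2, 972 unadjusted) to 493 (without wild-type control replicate 3, 401 of them lower). The correlation of the responses ran from 0.568 (without wild-type control replicate 3) to 0.77, and was 0.673 with no filter on low counts. Of the 5 counts, those of genotype in control and of the interaction depended most on single libraries.

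The real division of the 6 libraries gave more calls than each of the other 9 divisions for each contrast between 2 groups, 1 of 10, where 10 divisions cannot give a share under 0.1. The largest count from another division was 7 for stress in wild-type, 1 in vip1-1, 3 for genotype in control and 0 in stress. The counts left for genes other than the 6 features were fewest in wild-type control replicate 1 (2829344) and wild-type stress replicate 2 (4569831), which limits the precision for low-count genes in these libraries. The gene set tests and their alternative settings were not run, because the IDs could not be paired with symbols.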

Other observations

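Chosen only after the result was seen were the tests of the 6 features as one source and as ribosomal RNA, of a mislabelled or mixed library, of genes at 0 counts, of the share as a covariate in the genotype calls under stress, and of chance placement on chromosome 16.

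The 6 abundant features held 0.561% to 71.0% of the counts. Their log counts correlated pairwise at 0.9947 or more over the 12 libraries, which follows from how the 6 were chosen and shows no shared source. Whether they take reads of a single kind of RNA stays open. By their IDs they lie on chromosomes 1, 8 and 14. Leftover ribosomal RNA is a candidate source, but 0 of the 6 features had a sequence to compare here, so it could not be tested. The share fell with the total count (Spearman's rho -0.601, permutation p = 0.043, adjusted p 0.085 over 6 correlations; Pearson's r -0.608, permutation p = 0.037, adjusted p 0.085), and r was -0.518 without the 2 libraries farthest from the median total. Within wild-type, rho was -0.829 (exact permutation p = 0.058, adjusted p 0.087, n = 6) and r -0.723 (exact permutation p = 0.021, adjusted p 0.085, n = 6), and r was -0.378 without the 2 farthest libraries. Within vip1-1, rho was -0.314 (exact permutation p = 0.56, n = 6) and r -0.199 (exact permutation p = 0.59, n = 6), and r was -0.76 without the 2 farthest libraries. These permutation tests were two-sided. After adjustment none passed 0.05. Most vip1-1 libraries were also deeper than most wild-type libraries, with vip1-1 stress replicate 1 (11405177 counts) an exception, so the pooled relation mixes depth with genotype, and the relation within wild-type rests in part on the 2 farthest libraries. Whether depth is a source stays open. A biological effect of the genotype on these features stays open and untested.

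Wild-type control replicate 1 stood apart from the other controls in detected genes and principal components. Low depth alone is argued against by thinning the other controls to the same 2829344 counts outside the 6 features. Replicates 2 and 3 then still showed 13339 and 15438 genes, against 11469 in replicate 1. Its deviation did not follow gene length (Spearman's rho across genes 0.051) or the stress response measured in vip1-1 (r across genes -0.018), nor did that of replicate 2 follow this response (r across genes -0.031). Counts of 1 or 2 made up 9.8% of its counts from 1 to 20, against 20.7% in the thinned replicate 3 and 11.9% in the thinned replicate 2. This is consistent with few distinct RNA molecules behind its reads. Among genes expected to have at least 20 counts from the other libraries of the same condition, 7.26% were at 0 in wild-type control replicate 1, 5.28% in wild-type control replicate 2 and 4.76% in vip1-1 stress replicate 1, and 0.11% to 0.89% in the other 9 libraries. For vip1-1 stress replicate 1 no biological explanation was tested.

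Wild-type control replicate 3 held the genotype count in control at 39, against 849 without it. At 738 of those 849 genes, 86.9%, it lay nearer to the vip1-1 controls than to replicates 1 and 2. A count that rises when a library is left out nearly fixes this outcome, so it does not show whether replicate 3 or replicates 1 and 2 deviate, and both stay open. Its deviation did not follow the stress response in vip1-1 (r across genes 0.047).

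A mislabelled vip1-1 library might also lie near vip1-1, and this was tested in 3 versions. Genes with at most 3 counts in the other wild-type libraries and at least 10 in all vip1-1 libraries were read in replicate 3. In the first version, 13 of 24 such genes had at most 3 counts, below the 80% set for a clear wild-type pattern, so it left the question open. The measure and its limit were then changed after that result. In the second version, 17 of 24 genes lay under 10% of the vip1-1 control level. Because that limit was chosen after the first outcome, version 3 took its scale from the data, choosing the genes anew with each of the 12 libraries left out. At most 3 counts were found at 0% to 17.6% of the genes in left-out vip1-1 libraries, at 86.7% to 100% in the other left-out wild-type libraries, and at 54.2% in replicate 3. A whole-library exchange is thus argued against, but the library does not show the full wild-type pattern either, with 6 of the 24 genes at 10 counts or more. Its median level at these genes was 3.76% of the vip1-1 controls, and the highest was 180.7%. The median argues against a large share of vip1-1 RNA mixed in. How far a small share would move the 849 genes was not computed. The control libraries numbered 3 of both genotypes also shared deviations from their group means (r across genes 0.4). Nearness to the vip1-1 controls therefore need not reflect genotype. The reason for its intermediate position stays open.

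The genotype calls in stress were checked against the share of the 6 features, since vip1-1 stress replicate 3 had a share like the wild-type libraries (46.9%). At 51 of the 53 genes called without it, 96.2%, that library lay nearer to the other vip1-1 stress libraries than to wild-type. This argues against the share as the whole source of these 53 calls. With the log2 share as a covariate, 56 genes were called, 55 of them among the 239 called with all libraries. The share goes partly with genotype, so the covariate can also take up a genotype difference, and the share stays open as a source of the calls lost.

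Genes differing between genotypes were more frequent on chromosome 16, taken from the gene IDs. Of the 258 genes called in either condition, 35 were on chromosome 16 (13.6%, against 7.5% of the tested genes; one-sided exact hypergeometric test, p = 0.00047, adjusted p 0.0080 over 17 chromosomes by Benjamini-Hochberg). The adjustment first ran over all ID prefixes, scaffolds included, and was restricted to chromosomes afterwards. Of the 39 calls in control, 11 were on chromosome 16, and of the 239 in stress, 31. Both directions occurred, with 19 genes higher and 16 lower in vip1-1. Leaving out genes with a near-identical copy gave p = 0.00063 by the same exact test, and an equal number of the strongest stress calls was not concentrated there (p = 0.66). In 5 equal parts of the chromosome by ID order the calls numbered 2, 4, 16, 10 and 3. The test treats genes as independent, and neighbouring genes are not, so these p-values are too small by an unknown amount. A region that differs between the strains' genomes is a candidate explanation, which no test here addressed.

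At 13 genes, all 6 wild-type libraries had at most 3 counts and all 6 vip1-1 libraries at least 10. At 0 genes was the reverse seen. The reverse needs at least 10 counts in wild-type control replicate 1, which had the fewest counts outside the 6 features (2829344), so it is harder to meet. Of the 13 genes, 3 are on chromosome 16. No explanation was tested.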
